A study of Homo sapiens with 9 samples. Its data were reported in "AML1/ETO Oncoprotein Is Directed to AML1 Binding Regions and Co-Localizes with AML1 and HEB on Its Targets" (2008).

How the data were processed

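Chromatin immunoprecipitation with tiling arrays (ChIP-chip) was measured in sublines of U937, a human monocytic leukaemia cell line. U937-AE cells carry AML1/ETO, the fusion protein of the t(8;21) translocation in acute myeloid leukaemia, with an HA tag and under a zinc-inducible promoter. U937-Mt cells carry the empty vector. Per the labels, cells were given zinc sulphate at 100 µM for 8 hours and chromatin was sheared to about 500 bp. Antibodies to the HA tag, to ETO, to AML1 and to HEB (TCF12, an E protein of the basic helix-loop-helix family) were used in both sublines, and an antibody to trimethylated lysine 4 of histone H3 (H3K4me3), a mark of active gene starts, in U937-AE. The AML1 antibody was raised against the C-terminal part of AML1, which the fusion protein lacks. Each of the 9 combinations of antibody and subline was measured on 1 array by the labels. The study's text speaks of replicas of the chromosome 19 array, but the files hold no second array of any combination.

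The arrays tile chromosome 19 with 385796 probes at a median spacing of 49 bp, on the hg17 build. The authors had the immunoprecipitated DNA amplified and labelled with Cy5, the input DNA with Cy3, and both hybridised to the same array. The deposited scanner files give the intensity of each probe in 1 channel, extracted with NimbleScan per the file headers, with no background taken off. For 7 of the 9 arrays the channel in the file name differs from the image named inside the file, and the channel was read inside the file. The deposited series table gives 1 log2 ratio of ChIP over input per probe and array, centred near 0 by the authors. The channel assignment was checked against this table: the lowest correlation across probes between the table and the log2 ratio of the intensities was 0.996. Median intensities per channel ran from 554 to 1783, and 17 to 290 probes per channel were at the scanner's maximum. File headers name 2 versions of the array design, 1 for the anti-HA and anti-HEB arrays and 1 for the anti-ETO and anti-AML1 arrays; the H3K4me3 files carry no header line. The number of arrays limits the precision: with 1 array per group there is no spread between replicates, and no p-value was computed.

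The log2 ratio of ChIP over input was computed from the intensities and centred on each array's median, without loess or quantile normalisation. Regions were called on each array with the settings the study's methods state, except that they give no base for the logarithm of the score, and 10 was assumed. A probe was positive above the 98th percentile of its array. The positive probes within 500 bp centred on each probe were set against the expected 2% by a chi-square, kept where −log10 p was over 7. Runs of at least 3 such probes no more than 100 bp apart, with at least 3 positive probes, were a region. This score ranks windows within 1 array and is no test across samples. Each array's probe values were also shuffled over positions 20 times and called again. Region levels are means of the log2 ratio over the region's probes.

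AML1/ETO regions were anti-HA regions of U937-AE without 20% overlap with an anti-HA region of U937-Mt, of which at least 60% was covered by an anti-ETO region of U937-AE that likewise had no overlap with an anti-ETO region of U937-Mt. In all other comparisons a region counted as shared, or kept, when at least 20% of it was covered by a region of the other array. Shares carry exact Clopper-Pearson 95% intervals. These cover counting error only, and neighbouring regions are not independent. The level by chance came from moving the regions along the array 100 times (20 times for gene locations). Ranges of median differences come from bootstrap draws over regions. The intervals against which alternatives were judged used 1000 such draws.

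Positions of 1305 RefSeq genes (symbol, start, end and strand) were copied from a supplementary table of the study, whose measured columns were not used. The study names hg18 as the source of its 1305 genes and hg17 for the arrays. The positions were set against the hg17 probes as given. Symbols are printed as in that table, with the current symbol in parentheses at first mention where it differs. Current symbols came from a RefSeq table of assembly GRCh38, which matched 1267 of the genes and differed in symbol for 258; none of its coordinates was used. A region was in a promoter when its middle lay from 4 kb upstream to 1 kb downstream of a start site, then in a gene body, then in the 4 kb past a gene end, and otherwise intergenic. The study's table has no exons, and no genome sequence of hg17 was at hand, so exons, introns, motifs and base composition were not analysed here.

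Before the data were examined, 19 gene lists were fixed: granule proteins, leukocyte receptor complex, killer cell receptors, CD33-related Siglecs, CEACAM adhesion molecules, chemoattractant and adhesion receptors, transcription factors of blood cells, signalling proteins of blood cells, lymphoid markers, cell cycle and DNA replication, ribosomal proteins, respiratory chain, zinc finger genes named ZNF, olfactory receptors, kallikreins, placental genes, cytochromes P450, and 2 lists of genes the study singled out on these samples. A gene counted as bound when a region overlapped the span from 4 kb upstream of its start to 4 kb past its end. Each list was set against 10000 random lists of the same size, matched in 10 bins of the number of probes in the span. Neighbouring genes can be counted for the same region, and the random lists were not matched on clustering of genes. The percentile among them describes these arrays and is not a p-value. The rule for named genes was fixed at the same time. It takes the 25 genes of the highest AML1/ETO regions by the mean of the anti-HA and anti-ETO levels, the 12 genes with the largest difference in each direction among AML1 and among HEB regions called in 1 subline, the 10 highest H3K4me3 regions, up to 4 members of each list by AML1/ETO level, all members of the study's lists, ICAM1 and ELA2. The values of 1 gene that this rule takes are not reported here.

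Region calling was tested on simulated data made from shuffled values of real arrays, with 200 inserted regions of 10 probes. On the HEB U937-AE array, regions raised by 2 on the log2 scale were found in 48.5% of cases and regions raised by 3 in 100%. On the noisier HEB U937-Mt array the shares were 13% and 85.5%. The share kept was tested between 2 shuffled copies of the same array, with 100 of 200 inserted regions shared and a rise of 3. It came out at 45.3% for the anti-HA U937-AE array, 47.7% for the HEB U937-AE array and 38.8% for the HEB U937-Mt array. Alternatives covered the deposited log2 table, normexp and loess, the percentile, the window, the score, the base of its logarithm, an equal number of regions per array, the overlap that counts as shared, the definition of AML1/ETO regions, the scale of an array and the width of a promoter. Computing used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Random control probes (2672 or 3511 per array) were left out of all comparisons. Quantitative ChIP and expression measurements of the study are not part of these files and were not used here.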

Results

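Binding of the leukaemia fusion protein AML1/ETO, of AML1 (RUNX1, a transcription factor needed for blood formation) and of HEB was mapped along chromosome 19 in U937-AE cells, which express the tagged fusion protein, and in U937-Mt cells, which do not. There were 9 arrays, 1 per antibody and subline: anti-HA, anti-ETO, anti-AML1 and anti-HEB in each subline, and anti-H3K4me3 in U937-AE. No value below has a spread between replicates. Between 804 regions (H3K4me3) and 1039 regions (HEB in U937-Mt) were called per array, against medians of 15 to 18 regions after shuffling the probe values, which breaks the correlation between neighbouring probes (0.59 to 0.73 outside called regions) and so sets too low a level for chance. The called regions of the antibodies against the fusion protein reached a median log2 ratio of 2.12 with anti-HA and 2.08 with anti-ETO in U937-AE. In U937-Mt, where neither antibody has the fusion protein to bind, 963 anti-HA and 809 anti-ETO regions were still called, at medians of 1.62 and 1.22. The cut is relative to each array, so 2% of probes were positive whether or not the target was present. Of the anti-HA regions of U937-AE, 50 (5.45%) overlapped an anti-HA region of U937-Mt, and 547 (59.6%, interval 56.3 to 62.8) overlapped an anti-ETO region of U937-AE.

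The comparison of anti-HA and anti-ETO arrays asked where the fusion protein lies on the chromosome. AML1/ETO was found at 481 regions. GNA15, the G protein alpha subunit of blood cells, VAV1, a signalling protein of blood cells, and TYROBP, the adaptor of activating receptors on myeloid and natural killer cells, were among the 25 highest. The highest region lay in DEDD2, a death effector domain gene, with a mean of the anti-HA and anti-ETO log2 ratios of 3.87. Across the 481 regions the median log2 ratio was 2.33 with anti-HA and 2.28 with anti-ETO in U937-AE, and −0.05 and −0.24 with the same antibodies in U937-Mt.

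Among the other highest AML1/ETO regions, those with a role in cell movement and the membrane skeleton were in MYO9B (3.63), an unconventional myosin, and VASP (3.62), a regulator of actin filaments. Genes of membrane traffic were FCHO1 (3.55), which starts clathrin-coated pits, DNM2 (3.50), the dynamin that cuts vesicles from the membrane, and RAB4B (3.40), a GTPase of recycling endosomes. MOBKL2A (MOB3A), of the MOB kinase activator family, stood at 3.80, as did a promoter region of GNA15 (3084123 to 3084564). RFX2, a winged-helix transcription factor, reached 3.52 and FLJ21438 (RASAL3), a Ras GTPase-activating protein, 3.44. Genes of immune cells included NKG7 (3.35), a granule membrane protein of natural killer cells, C3 (3.32), the central complement component, FCER2 (3.22), the IgE receptor CD23, TNFSF14 (3.17), a ligand of the tumour necrosis factor family, and BST2 (3.18), which tethers virus particles. EMR1 (ADGRE1), an adhesion receptor of macrophages and eosinophils, stood at 3.25, PRAM1, an adaptor of myeloid cells, at 3.19 and PLAUR, the urokinase receptor, at 3.17. UHRF1, which keeps DNA methylation through replication, reached 3.31 and ERCC1, of nucleotide excision repair, 3.18. The remaining 3 of the 25 were SLC17A7 (3.35), a vesicular glutamate transporter, KIAA1086 (ZFR2, 3.24) and LOC126248 (WDR88, 3.17). Of these 25 regions 11 lay in promoters, 13 in gene bodies and 1 past a gene end. The last was that of C3 (6625604 to 6626339), which lies 45691 bp from the start of C3 and close to the TNFSF14 region (6620698 to 6621382). ACTN4, an actin-crosslinking protein, and GNG7, a G protein gamma subunit, had 6 AML1/ETO regions each within 4 kb, the most of any gene; DEDD2, MOBKL2A and RFX2 had 5.

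The VAV1 region (6752415 to 6753052) stood at 3.21 from the scanned intensities and at 1.56 in the deposited log2 table, which differs there from the intensities on the anti-HA U937-AE array. The number of AML1/ETO regions rested on requiring both antibodies and on the percentile. Anti-HA regions alone gave 868, anti-ETO regions alone gave 865, and the 99th percentile gave 300.0.

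Gene lists fixed beforehand differed widely in how many members had an AML1/ETO region, against 300 of all 1305 genes. Signalling proteins of blood cells had 12 of 22 members bound, where random lists had a median of 6 and 95% of them had 2 to 10 (percentile 99.8). The highest were GNA15 (3.80), TYROBP (3.30), VAV1 (3.21) and PRAM1 (3.19). Lymphoid markers had 7 of 13, against a median of 3 and a range of 0 to 6; NKG7 (3.35), FCER2 (3.22), TNFSF14 (3.17) and TNFSF9 (3.11), the 4-1BB ligand, led this list. Ribosomal protein genes, active in all cells, had 6 of 13, against 2 and 0 to 5, with RPS19 at 2.93, RPS9 at 2.67 and RPS16 below them among the bound members; this list lay inside the range with the regions of either antibody of U937-AE (anti-HA 8, range 2 to 8; anti-ETO 6, range 1 to 7). Zinc finger genes named ZNF had 12 of 204 (5.88%), below all 10000 random lists, whose median was 37 and whose range was 28 to 47; ZNF566 (2.44), ZNF561 (2.43), ZNF230 (2.32) and ZNF302 (2.18) were the highest of the 12.

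Other blood cell lists lay inside the range of random lists. Chemoattractant and adhesion receptors had 7 of 17 bound (percentile 97.3), with EMR1 at 3.25, PLAUR at 3.17, MCEMP1, a mast cell and macrophage membrane protein, at 3.02 and EMR2 (ADGRE2) at 2.84. ICAM1, the endothelial and leukocyte adhesion molecule, had 2 promoter regions, at 10241919 to 10242360 (anti-HA 2.08, anti-ETO 2.03) and at 10242505 to 10243044 (1.96 and 1.62). Granule proteins had 4 of 10 (percentile 96.8): AZU1 (azurocidin) at 2.15, ELA2 (ELANE, neutrophil elastase) and CFD (complement factor D) at 2.09 each, and LRG1 at 1.81. The ELA2 region lay past the gene's end, from 810147 to 810941. CFD had the same value and appears to be counted for the same region, as KIR2DS4 and KIR3DL2 below may be. The study used the ELA2 promoter as a negative control of its quantitative ChIP. Transcription factors of blood cells had 10 of 24, against a random median of 6 and a range of 3 to 11, led by BCL3 (3.15), an atypical inhibitor of NF-kappa-B, LYL1 (2.87), a helix-loop-helix factor of blood progenitors, JUNB (2.55) and ZFP36 (2.43), which destabilises cytokine messages. Cell cycle genes had 7 of 18 (percentile 90.1), with UHRF1 at 3.31, ERCC1 at 3.18, the cyclin-dependent kinase inhibitor CDKN2D at 2.70 and the proapoptotic BBC3 at 2.34. The leukocyte receptor complex had 4 of 18 (percentile 69.8): TYROBP (3.30), HCST (2.88), LILRB5 (2.80) and LAIR1 (2.21). Killer cell receptors had 3 of 9 (percentile 78.7), namely NKG7 (3.35) and KIR2DS4 and KIR3DL2 (2.38 each). Siglecs had 3 of 10 (percentile 80.9), SIGLEC12 at 2.29, SIGLEC6 at 2.03 and SIGLEC10 at 1.80. Respiratory chain genes had 2 of 12 (percentile 50.7), COX6B1 at 2.19 and NDUFA11 at 2.00.

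Gene families of other tissues lay inside the range of random lists for AML1/ETO regions, except placental genes, which were low on the arrays without the target too. Kallikreins of glandular epithelium had 0 of 15 bound (percentile 2.4), placental genes 0 of 17 (1.2, with a random range of 1 to 7; in U937-Mt 1 with anti-HA, range 3 to 10, and 0 with anti-ETO, range 2 to 9), and olfactory receptors 0 of 20 (7.6). Cytochromes P450 had 2 of 12 (29.6), CYP4F22 at 2.46 and, below it, CYP2F1. CEACAM genes, some of them of granulocytes, had 1 of 11 (13.3), CEACAM16 at 1.92. Of the genes the study singled out on these same samples, all 4 of those examined for AML1/ETO binding were bound (percentile 99.6), and 0 of the 5 chosen for loss of HEB (17.2). These 2 lists are not independent evidence. GNA15, VAV1, UHRF1 and BCL3, which the study examined for AML1/ETO binding, are also members of other lists. They stand in those of signalling proteins, cell cycle genes and transcription factors, which are thus not wholly independent of the study's choice either. In all, 4 lists lay above the range of random lists, 1 of them the study's. When anti-ETO regions alone were used, 2 did. On the anti-ETO U937-AE array these were signalling proteins (18 of 22, range 5 to 13) and chemoattractant and adhesion receptors (11 of 17, range 2 to 9), while lymphoid markers (7 of 13, range 1 to 7) and the study's list (4 of 4, range 0 to 4) lay inside.

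**Figure D1:**
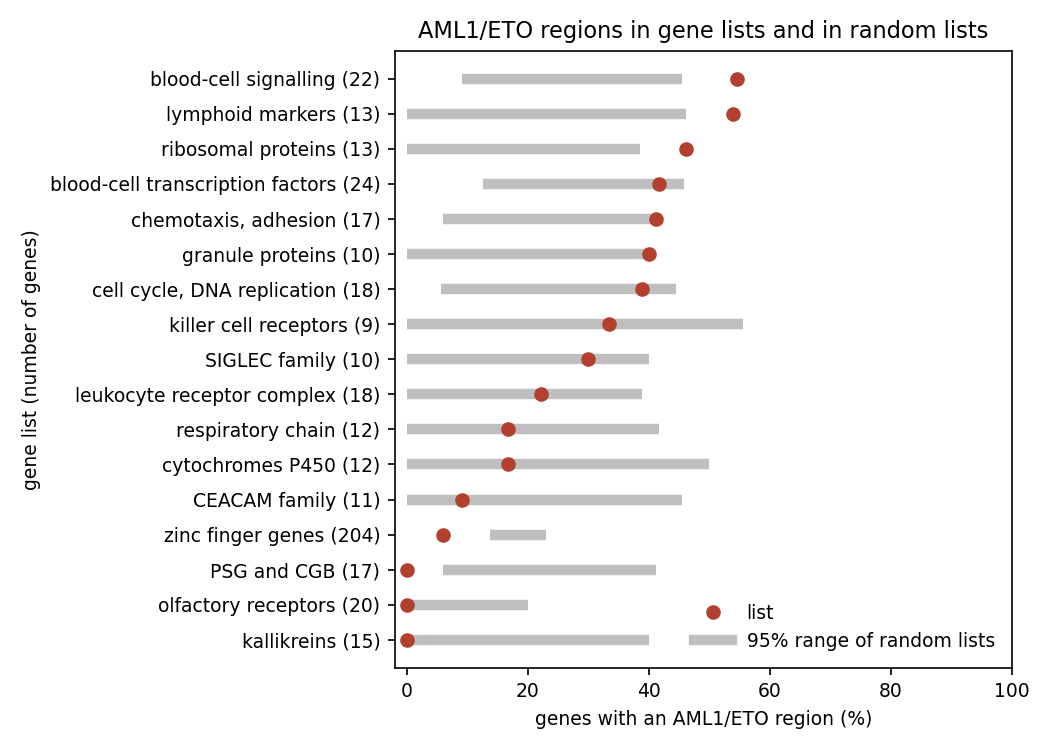
Genes with an AML1/ETO region in percent of each gene list (red dots, horizontal axis; list size in parentheses), beside the central 95% of 10000 random lists of the same size matched on probe number (grey bars); the study's own lists are left out. Signalling proteins of blood cells (12 of 22) lie above their random lists and ZNF genes (12 of 204) below theirs.

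AML1/ETO regions lay in promoters more often than shifted regions did, and in gene bodies and intergenic DNA less often. Of the 481 regions, 152 (31.6%, interval 27.5 to 35.96) lay in promoters, against 13.6% of shifted regions. Gene bodies held 180 (37.4%, against 49.4%), the 4 kb past gene ends 33 (6.86%, against 5.35%) and intergenic DNA 116 (24.1%, against 31.6%). The median distance to the nearest gene start was 6062 bp. The regions within reach of a gene belonged to 246 genes. Of these, 105 (42.7%) had promoter regions alone, 110 (44.7%) regions in the body or flank alone and 31 (12.6%) both. VAV1 and UHRF1 were genes with both: VAV1 had a promoter region (6723466 to 6725034, anti-HA 3.10 from the scanned intensities and −0.23 in the deposited table, anti-ETO 2.74) and UHRF1 a promoter region at 4861804 to 4862752 (2.29 and 2.33) beside the stronger one in its body.

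The AML1 arrays asked whether AML1 shares the sites of the fusion protein and stays on its own sites. AML1 lay at most AML1/ETO regions in both sublines. It was called at 345 of the 481 regions in U937-AE (71.7%, interval 67.5 to 75.7) and at 281 in U937-Mt (58.4%, 53.9 to 62.9), where shifted regions gave means of 2.98% and 2.94%. GNA15, MYO9B, VASP and EMR1 had AML1 log2 ratios of 3.13, 2.95, 3.08 and 3.68 in U937-AE and 2.62, 2.44, 3.03 and 3.84 in U937-Mt at their highest AML1/ETO region. All of the 25 highest regions had an AML1 ratio above 1 in U937-AE and 23 did in U937-Mt. SLC17A7 and the region in the body of UHRF1 were the other 2: AML1 stood at 2.64 in U937-AE and 0.55 in U937-Mt in the promoter of SLC17A7, and at 2.78 and 0.66 in UHRF1. AML1 was called in both sublines at 243 AML1/ETO regions (50.5%), in U937-AE only at 102 (21.2%), in U937-Mt only at 38 (7.90%) and in neither at 98 (20.4%).

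Over all AML1/ETO regions the median AML1 log2 ratio was 1.95 in U937-AE and 1.76 in U937-Mt, and the median difference was 0.13 (bootstrap range 0.07 to 0.24). The sign of this difference was not stable: it was −0.044 after normexp and −0.30 after loess. H3K4me3 regions without AML1/ETO had an AML1 difference of 0.25. With anti-HA regions alone, 47.5% had AML1 in U937-AE and 38.8% in U937-Mt.

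**Figure D2:**
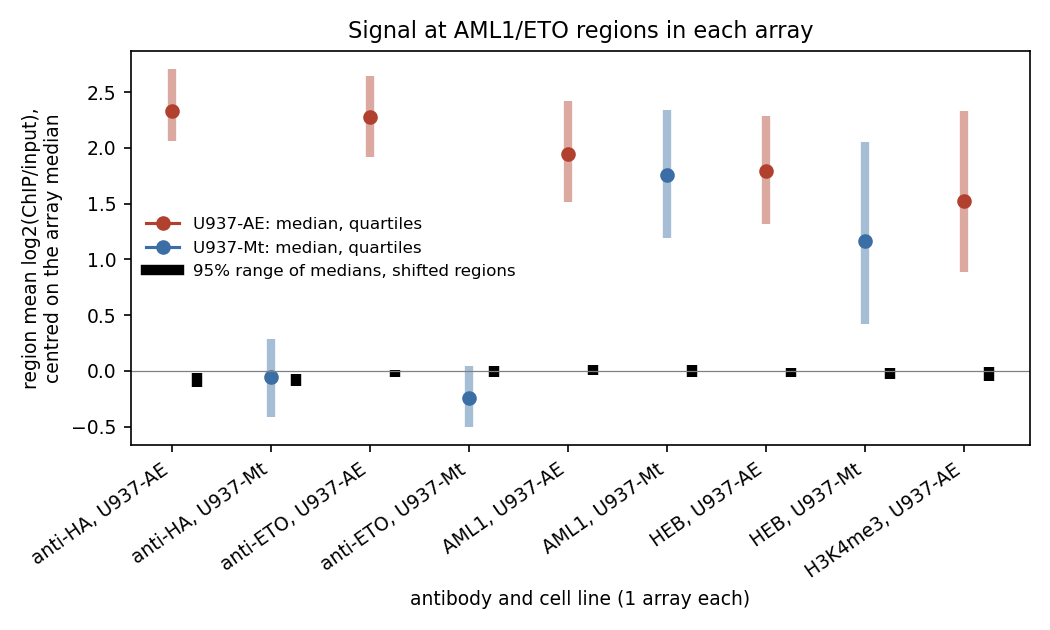
Median log2 ratio of ChIP over input (dots, with bars for the quartiles) of each of the 9 arrays over the 481 AML1/ETO regions; black marks show the 95% range of medians of shifted regions. HEB stood at 1.79 in U937-AE and 1.16 in U937-Mt, AML1 at 1.95 and 1.76.

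Of the 958 AML1 regions of U937-Mt, 442 (46.1%, 42.9 to 49.4) were kept in U937-AE, against 2.94% of shifted regions. Regions called in both sublines had AML1 ratios with quartiles of 1.97 and 2.65 in U937-AE and of 2.09 and 2.57 in U937-Mt. Regions called in U937-AE only had medians of 1.94 in U937-AE and 0.74 in U937-Mt, and 110 of these 519 (21.2%) overlapped an AML1/ETO region. Regions called in U937-Mt only had 0.57 and 1.95, and 41 of 516 (7.95%) overlapped one. The AML1 regions called in U937-AE only with the largest difference in log2 ratio, U937-AE minus U937-Mt, lay in LIG1 (4.00), the ligase of DNA replication, and in the promoter of ZNF420 (4.00), a KRAB zinc finger gene. They were followed by SHANK1 (3.78), a synaptic scaffold, THRAP5 (MED16, 3.68), a Mediator subunit, the kinase LMTK3 (3.68), and TGFB1 (3.66), the cytokine transforming growth factor beta. SPTBN4 (3.63), a spectrin, PDCD5 (3.49), RANBP3 (3.42), a nuclear export cofactor, PTGER1 (3.33), a prostaglandin receptor, MLLT1 (3.21), a fusion partner of MLL in leukaemia, and GRLF1 (ARHGAP35, 3.18) completed these 12. The TGFB1 region (anti-HA 3.38, anti-ETO 1.95) was the 1 of the 12 at an AML1/ETO region. The U937-Mt ratios at all 12 were below 0, from −2.13 to −1.05. HEB in U937-Mt was low at most of them too, with a median of −1.21 and a range of −2.27 to 2.25, and 2 regions over 1. The low U937-Mt ratios, and with them the size of these differences, were thus not particular to AML1.

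The AML1 regions called in U937-Mt only with the largest negative difference were in C19orf60 (REX1BD, −3.75), ZNF563 (−3.52), the promoter of CEACAM20 (−3.39), MGC20255 (CCDC97, −3.24), ZNF548 (−3.12) and SNRP70 (SNRNP70, −3.08), a protein of the U1 splicing particle. JMJD2B (KDM4B, −3.06), a histone demethylase, ELAVL1 (−2.87), an RNA-binding protein, FBN3 (−2.87), a fibrillin, HSH2D (−2.82), an adaptor of blood cells, HMG20B (−2.79), of a histone demethylase complex, and SAE1 (−2.76), of the SUMO-activating enzyme, followed. None of these 12 lay at an AML1/ETO or H3K4me3 region, and 9 were in gene bodies. Siglec genes were often near AML1 in U937-Mt, 8 of 10 against a random median of 4 (percentile 99.2), and 5 of 10 in U937-AE. Chemoattractant and adhesion receptors had 14 of 17 with AML1 in U937-Mt and 11 in U937-AE.

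The HEB arrays asked whether the fusion protein goes with a move of HEB. HEB was called at more AML1/ETO regions in U937-AE than in U937-Mt, and few of its U937-Mt regions were called again in U937-AE. It was called at 323 of the 481 AML1/ETO regions in U937-AE (67.2%, interval 62.8 to 71.3) and at 146 in U937-Mt (30.4%, 26.3 to 34.7), where shifted regions gave means of 3.06% and 3.10%. The 98th percentile that a positive probe had to pass was 2.16 on the HEB U937-AE array and 2.86 on the HEB U937-Mt array. At a fixed level, 86.9% and 56.1% of the 481 regions had a mean HEB ratio over 1. The region in the body of UHRF1 had HEB ratios of 2.85 in U937-AE and −0.12 in U937-Mt, and that of ERCC1 2.11 and 0.28. The promoter region of UHRF1, at which H3K4me3 stood at 4.05, had 2.61 and 0.99. HEB at C3 stood at 3.09 in U937-AE and 1.25 in U937-Mt, at TNFSF14 at 2.93 and 1.19, at PLAUR at 3.02 and 1.37, and at PRAM1 at 2.65 and 1.06. Other strong AML1/ETO regions differed little, such as DNM2 (3.16 and 3.00), FCER2 (3.08 and 3.05), TYROBP (2.72 and 2.70) and VAV1 (2.95 and 2.99), and EMR1 had 2.78 in U937-AE and 3.75 in U937-Mt. These genes were taken from the 25 highest after their HEB values were seen. The median HEB difference over the 481 regions was 0.52 (bootstrap range 0.41 to 0.60), with 346 regions (71.9%) higher in U937-AE; it was 0.15 after loess and 1.18 with each array scaled by its median absolute deviation. H3K4me3 regions without AML1/ETO had a median HEB difference of 0.08.

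**Figure D3:**
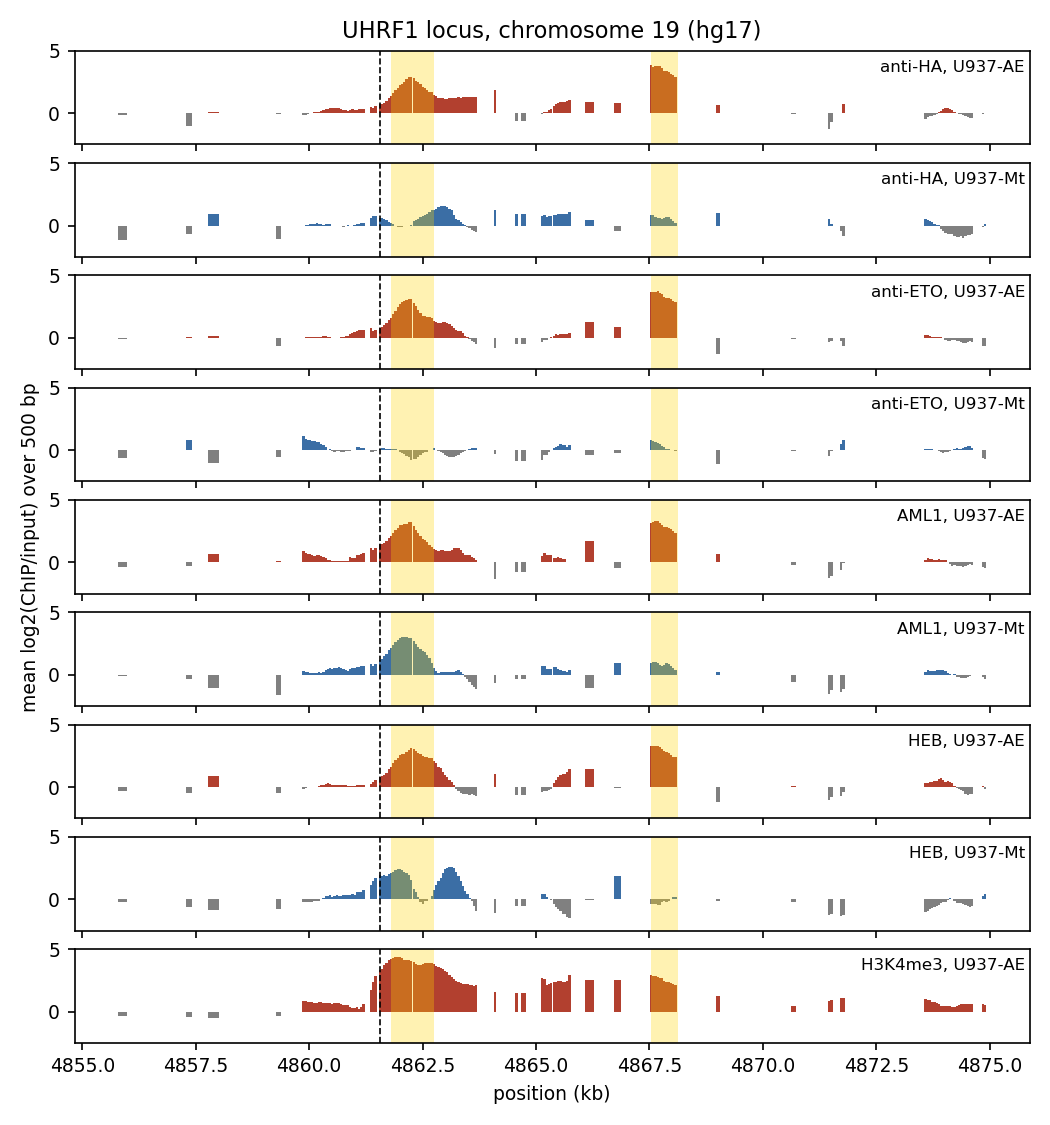
Mean log2 ratio of ChIP over input in 500 bp windows (vertical axis) along the UHRF1 locus on chromosome 19 (horizontal axis, hg17), 1 panel per array (red U937-AE, blue U937-Mt, grey below 0; untiled stretches empty), with the 2 AML1/ETO regions in yellow and a dashed line at the gene start. In the region from 4867533 to 4868121 HEB stood at 2.85 in U937-AE and −0.12 in U937-Mt.

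Of the 1039 HEB regions of U937-Mt, 301 (28.97%, interval 26.2 to 31.8) were kept in U937-AE, against 3.09% of shifted regions and beside 46.1% for AML1. Those called in U937-Mt only had a median HEB ratio of 2.49 in U937-Mt and 0.14 in U937-AE, and 17 of these 738 (interval 1.35% to 3.66%) overlapped an AML1/ETO region. Those called in U937-AE only had 0.19 in U937-Mt and 1.95 in U937-AE, and 193 of 642 (30.1%, 26.5 to 33.8) overlapped one. HEB regions of both sublines were in promoters in 46.2% of cases, those of U937-Mt only in 24.4% and those of U937-AE only in 29.9%. The HEB array of U937-Mt had the widest spread of log2 ratios (standard deviation across probes 1.08, against 0.78 for HEB in U937-AE).

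**Figure D4:**
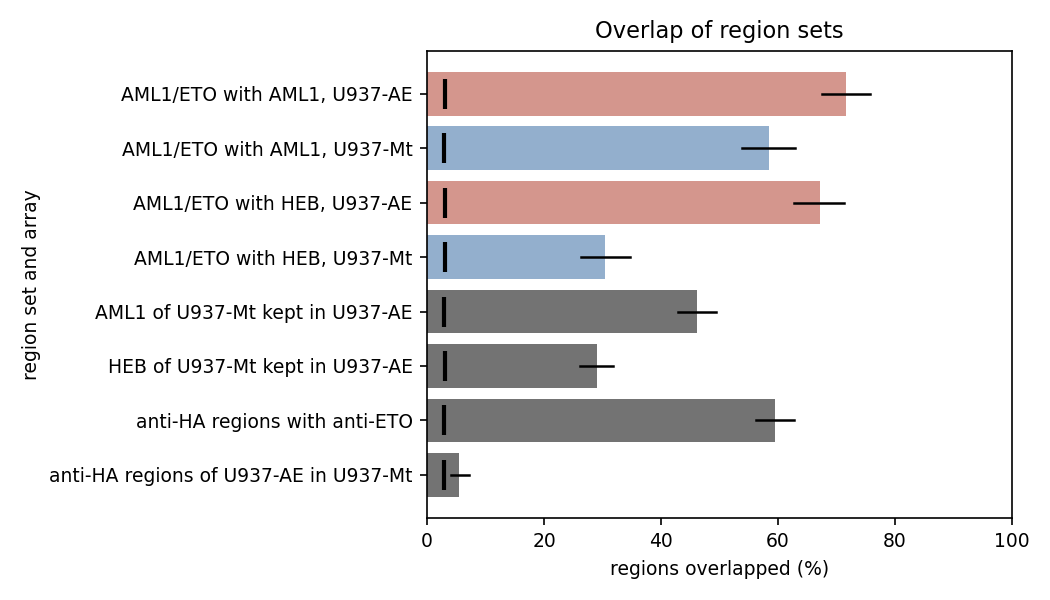
Share of regions that overlap a region of another array, in percent (bars, with exact 95% intervals as lines; ticks give the mean of shifted regions). AML1/ETO regions had HEB in 67.2% of cases in U937-AE and 30.4% in U937-Mt.

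The HEB regions called in U937-AE only with the largest difference, U937-AE minus U937-Mt, were in CYP2F1 (5.16), a cytochrome P450 of the lung, SHC2 (4.98), a signalling adaptor, and PLVAP (4.89), a protein of endothelial vesicles. They were followed by IL27RA (4.67), the interleukin 27 receptor, PRKD2 (4.42), a protein kinase, BRUNOL5 (CELF5, 4.11), TNFSF9 (4.05), TMEM86B (4.03), HDGF2 (HDGFL2, 4.03), ADCK4 (COQ8B, 4.01), of coenzyme Q synthesis, CD22 (3.81), an inhibitory receptor of B cells, and MARK4 (3.78), a microtubule-affinity kinase. None of these 12 was an AML1/ETO region by the overlap rule. The ratios at CYP2F1 (anti-HA 2.22, anti-ETO 2.59) and ADCK4 (2.00 and 2.01) were nonetheless high. Among regions called in U937-Mt only stood SPPL2B (−5.15), an intramembrane protease, KLK6 (−5.03), a kallikrein, ZNF77 (−4.47), ZNF787 (−4.26), RNF126 (−4.23), a ubiquitin ligase, SFRS16 (CLASRP, −4.18), of splicing, and C19orf7 (ZC3H4, −4.12). LOC729747 (ZNF878, −4.09), TSPAN16 (−4.08), the promoter of MYO9B (−4.04), THEG (SPMAP2, −4.02), of the testis, and NLRP11 (−3.95), an inflammasome-family gene, completed these 12. The ratio in the other subline was below 0 at all 12 regions of each direction, from −2.92 to −0.98 in U937-Mt and from −2.28 to −0.38 in U937-AE.

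Zinc finger genes carried HEB in U937-Mt in 104 of 204 cases (51.0%, percentile 99.8 among random lists) and in U937-AE in 65 (31.9%, percentile 4.1). They carried AML1 in 62 and 37, in the same order. Kallikreins had HEB at 6 of 15 genes in U937-Mt and at 0 in U937-AE, and ribosomal protein genes at 8 and 11 of 13. Lymphoid markers had HEB at 6 of 13 in U937-Mt (percentile 59.5) and at 10 in U937-AE (99.8).

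The genes the study singled out for HEB all had an HEB region in U937-Mt, 5 of 5, and SIGLEC5 had 1 in U937-AE, past its end. HEB in the promoter of NALP12 (NLRP12), an inhibitor of inflammation, stood at 2.27 in U937-Mt and 0.24 in U937-AE. In the promoter of EMR3 (ADGRE3), an adhesion receptor of granulocytes, it stood at 2.75 and −0.66, and in that of CEACAM6, an adhesion molecule of granulocytes, at 2.69 and −0.57. In CEBPA, a factor of granulocyte differentiation, the values were 3.10 and 0.64, and in SIGLEC5, an inhibitory receptor of myeloid cells, 2.43 and 0.15. CEBPA was the 1 of the 5 at an H3K4me3 region (3.67) and had an anti-HA ratio of 2.03 and an anti-ETO ratio of 1.63 there, without an AML1/ETO call. At BCL3 in U937-AE and U937-Mt (49948227 to 49948864, anti-HA 3.02, anti-ETO 3.28), AML1 stood at 2.71 and 2.65 and HEB at 2.71 and 2.31.

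Sites that AML1 and HEB shared in U937-Mt were kept in U937-AE more often than those of 1 factor. In U937-Mt, 251 of the HEB regions (24.2%) overlapped an AML1 region. Of these, 173 (68.9%, interval 62.8 to 74.6) were kept by HEB in U937-AE, against 128 of 788 (16.2%, 13.7 to 19.0) without AML1. Of the AML1 regions with HEB, 183 of 252 (72.6%, 66.7 to 78.0) were kept, against 259 of 706 (36.7%, 33.1 to 40.4) without HEB. The order was not particular to the 2 factors. With and without H3K4me3, HEB kept 55.2% and 21.9% of its regions and AML1 62.4% and 42.1%. Regions were not matched on their level, so stronger signal at shared regions is not excluded as the reason. AML1/ETO overlapped 113 of the 251 shared HEB regions (45.02%) and 39 of the 788 others (4.95%). EMR1 and NKG7 were such shared sites, called for both factors in both sublines, with AML1 at 3.84 and 3.32 and HEB at 3.75 and 3.47 in U937-Mt. At AML1/ETO regions in U937-AE, AML1 and HEB were both called at 275 (57.2%) and neither at 88 (18.3%). These 88 regions still had median ratios of 1.31 for AML1 and 1.11 for HEB, and 2.11 with anti-HA.

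The levels of the factors were related across the 481 regions, which are not independent replicates; 15 such relations were computed. AML1/ETO (the mean of both antibodies) correlated with HEB in U937-AE at r = 0.65 (Pearson) and 0.62 (Spearman), and with HEB in U937-Mt at 0.40 and 0.37. With the difference in HEB between U937-AE and U937-Mt the values were 0.044 and 0.051, and with that in AML1 −0.0098 and −0.0058. Both differences were taken between arrays of unequal spread, without rescaling. With H3K4me3 the values were 0.03 and 0.05. Anti-ETO correlated with AML1 in U937-AE at 0.72 and 0.72 and anti-HA at 0.46 and 0.42. As the arrays are of 2 design versions, overlaps were also split by version. Anti-HA regions overlapped HEB regions of U937-AE, of the same version, in 46.2% of cases and AML1 regions, of the other version, in 47.1%. Anti-ETO regions overlapped AML1 regions, of the same version, in 59.1% and HEB regions, of the other version, in 53.4%. Across all probes, where 36 array pairs were correlated, anti-HA and anti-ETO in U937-AE stood at r = 0.36 and in U937-Mt at 0.04.

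H3K4me3 in U937-AE asked which gene starts were active. Most of its regions lay at gene starts, and 100 of them overlapped an AML1/ETO region. Of 804 regions, 559 (69.5%, interval 66.2 to 72.7) were in promoters, against 14.8% of shifted regions, and the median distance to a gene start was 730 bp. The highest were at CHAF1A (4.85), which deposits histones at replication, ZNF317 (4.77), PPP1R15A (4.61), which guides a phosphatase in the stress response, SAPS1 (PPP6R1, 4.51), P117 (MICOS13, 4.42), of the mitochondrial inner membrane, and RUVBL2 (4.39), of chromatin remodelling complexes. NUCB1 (4.34), a calcium-binding Golgi protein, UBE2S (4.33), a ubiquitin-conjugating enzyme, DDX49 (4.30), an RNA helicase, and C19orf6 (TMEM259, 4.29) followed. None of these 10 lay at an AML1/ETO region. All 13 ribosomal protein genes had an H3K4me3 region, 85 of 204 zinc finger genes (41.7%) had one, and 0 of 15 kallikreins, 0 of 17 placental genes and 0 of 20 olfactory receptors did. AML1/ETO regions overlapped an H3K4me3 region in 97 cases (20.2%, 16.7 to 24.03), FCHO1 (H3K4me3 3.60), BST2 (3.48) and TNFSF14 (2.70) among them.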

Values the study reported

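The study reported 408 AML1/ETO peaks on chromosome 19. Of these peaks, 36% were placed in promoters and 7% in sequence past the 3′ end of genes, and the peaks near genes were assigned to 254 genes, of which 45% had promoter sites alone, 46% sites in the gene body alone and 9% both. The study reported 883 AML1 peaks in U937-AE and 919 in U937-Mt, with 420 shared (46%). It gave 340 AML1/ETO peaks (83%) as overlapping AML1 in U937-AE, and 21 (5%) as lying where AML1 was found in U937-Mt alone. For HEB the study reported 903 peaks in U937-AE and 1023 in U937-Mt, of which 288 (28%) were found again in U937-AE, and 285 AML1/ETO peaks (70%) with HEB. HEB and AML1 were reported to share about 25% of their sites in U937-Mt.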

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

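The random control probes, which the files list apart from chromosome 19 and which enter no comparison of the report, were looked at after the other results were seen. A signal above that of the anti-HA and anti-ETO arrays of U937-Mt, the arrays without the antibodies' target, is what singled out 2 arrays. The median log2 ratio of the control probes was 0.90 on the AML1 U937-Mt array, where the highest of the control arrays had 0.05. It was 0.57 on the HEB U937-Mt array. Chromosome 19 probes of like brightness on these arrays had medians of 0.62 and 0.37. No group held the 4 samples that a test for a stray sample needs.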

How the results depend on the processing

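All alternatives were chosen before the data were examined, except a natural logarithm in the score, chosen after the results were seen, under which 500 AML1/ETO regions were called and all 16 values of the main results and 40 others stayed. Of 229 values of the main results under all alternatives, 185 stayed within their interval (counts within 1.5 times), 42 moved and 2 changed sign; of 825 values of single genes, lists and arrays, 736 stayed, 89 moved and none changed sign. The share of HEB regions of U937-Mt kept in U937-AE stayed between 27.8% and 30.1% in its 11 alternatives, and AML1/ETO regions with HEB in U937-AE outnumbered those with HEB in U937-Mt in all 16 alternatives. The cause was not tested for the changes below, except where the alternative itself sets the number. The AML1 difference at AML1/ETO regions (0.13) became −0.044 with normexp and −0.30 with loess, and 0.89 with arrays scaled by their median absolute deviation; the HEB difference (0.52) became 0.15 with loess, 1.18 with that scaling and 0.38 at anti-HA regions alone. The mean standard deviation of the log2 ratio (0.89) was 1.23 with normexp and 0.84 with loess, which also gave HEB in U937-Mt at 23.7% of AML1/ETO regions (30.4%). The 95th percentile gave 1425 regions per array (920) and 51.3% of H3K4me3 regions in promoters (69.5%). The 99th gave 476 regions per array, 300.0 AML1/ETO regions (481), 73.9% of H3K4me3 regions in promoters, AML1 in U937-Mt at 53.3% of AML1/ETO regions (58.4%), HEB at 62.3% in U937-AE (67.2%) and 23.7% in U937-Mt, and 53.3% of AML1 regions kept (46.1%). It also gave a gap in kept regions of 44.4 points between HEB regions with and without AML1 (52.7) and of 27.1 between AML1 regions with and without HEB (35.9). A score over 15 gave 50.8% with AML1 in U937-Mt, 61.7% and 24.7% with HEB in U937-AE and U937-Mt, 51.2% of AML1 regions kept and a gap of 27.7 points for AML1. With 50% overlap AML1/ETO regions had AML1 in 67.2% in U937-AE (71.7%) and 50.7% in U937-Mt, and HEB in 62.3% and 24.03%. A 1000 bp window gave 52.1% as AML1 regions of U937-Mt kept in U937-AE. Anti-HA regions alone (868) had AML1 in 47.5% and 38.8%, HEB in 45.6% and 22.6%, and 36.5% in promoters (31.6%). Anti-ETO regions alone (865) had AML1 in 58.6% and 46.6%, HEB in 53.5% and 25.9%, and 2 gene lists above their random lists (4). With promoters of 1 kb up to 1 kb down, 22.5% of AML1/ETO and 63.7% of H3K4me3 regions were in one. No paired analysis was possible because each group holds 1 array and the labels carry no replicate numbers. Signal over background limits the calls: inserted regions raised by 2 on the log2 scale were found in 48.5% of cases on the HEB U937-AE array and 13% on the HEB U937-Mt array, so weak regions of the latter are missed more often.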

Other observations

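Anti-HA regions of U937-AE lay near 22 of 24 transcription factor genes of blood cells (percentile 100 among 10000 random lists) and near 535 of all 1305 genes. Anti-ETO regions lay near 14 (96.3) and 480; the difference between the antibodies was not tested. An AML1/ETO region lay near 10. In U937-Mt, without the tagged protein, anti-HA regions lay near 13 (81.4). AML1 lay near 18 of them in U937-AE and 14 in U937-Mt. H3K4me3 lay near 17 of the 24, near 9 of 12 respiratory chain genes and near 1 of 10 granule genes, LRG1, and near 0 of 11 CEACAM and 0 of 9 killer cell receptor genes.

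Regions of U937-Mt that carried H3K4me3 in U937-AE were kept more often than others. HEB kept 122 of 221 such regions (55.2%) and 179 of 818 others (21.9%). AML1 kept 118 of 189 (62.4%) and 324 of 769 others (42.1%). The 371 anti-HA regions without anti-ETO had a median anti-ETO ratio of 0.53 and an AML1 ratio of 0.46. The 343 anti-ETO regions without anti-HA had a median anti-HA ratio of 1.19 and an AML1 ratio of 1.58.

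In the weighing that follows, the tests of regions near the threshold, of noise on the HEB U937-Mt array, of a move of HEB, of precipitation at fixed sites and of fixed anti-HA sites were chosen after the result was seen; those of dye bias, neighbouring probes, shared batch and noise of the anti-HA array were chosen before.

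Few HEB regions of U937-Mt were called in U937-AE. Of the regions called in U937-Mt only, 21.003% had a HEB ratio over 1 in U937-AE, too few for a near miss of the threshold to account for most of them. After loess 28.1% of HEB regions were kept, which argues against dye bias that follows brightness as the cause of the low share kept. It does not exclude such a bias in the HEB levels. Control probes stood at 0.57 on the HEB U937-Mt array and at −0.005 on the HEB U937-AE array. Loess also cut the HEB difference at AML1/ETO regions from 0.52 to 0.15. The median H3K4me3 ratio at these regions was 0.25, above the range of −0.07 to 0.00 for shifted regions, which argues against noise of the HEB U937-Mt array as the whole cause; a bias tied to base composition was not tested. A candidate explanation is that HEB moves to AML1/ETO regions: 30.1% of HEB regions called in U937-AE only overlapped one, against an interval of 1.35% to 3.66% for those called in U937-Mt only. From these arrays alone this stays a hypothesis, since AML1 showed the same order (21.2% and 7.95%) and no HEB array was repeated. By quantitative ChIP the study reported more HEB in U937-AE at promoters of genes regulated by AML1/ETO. It also reported more HEB protein in U937-AE after zinc. Neither was measured here. Between 2 shuffled copies of the HEB U937-Mt array that shared 100 of 200 inserted regions, 38.8% were kept. That setting differs from the comparison here, which looks for U937-Mt regions on the HEB U937-AE array. There 100% of inserted regions raised by 3 were found, against 85.5% on the HEB U937-Mt array. The 38.8% is therefore no yardstick for the share kept between the sublines. The HEB difference across the 481 AML1/ETO regions was nearly unrelated to the AML1/ETO level (r = 0.044, Spearman 0.051). That relation cannot decide, because the HEB arrays differ in spread (standard deviation 0.78 in U937-AE, 1.08 in U937-Mt) and were not rescaled for it.

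Anti-HA gave 963 regions in U937-Mt, which lack the tagged protein. Precipitation at fixed sites for any antibody is argued against for most of them, since 11.9% overlapped a region of any other U937-Mt array; for a small part it stays open, since 31 overlapped an anti-ETO region of U937-Mt (shifts gave 11 to 34, and 6 of 100 as many), but 58 overlapped a HEB region of U937-Mt (6.02%, highest shift 4.67%) and 49 an H3K4me3 region (5.09%, highest shift 4.47%), while 46 overlapped an AML1 region of U937-Mt (4.78%, highest shift 5.19%). Sites that anti-HA holds in both sublines may account for a small part, since 50 overlapped an anti-HA region of U937-AE, more than in any of 100 shifts (19 to 43). Noise that neighbouring probes share could give the rest: outside called regions the correlation between a probe and the next was 0.65 on this array, and 0.59 to 0.73 on all arrays. This value cannot decide. Chromatin of about 500 bp spans several neighbouring probes, so weak precipitation would give such a correlation as well. No biological explanation was tested.

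The AML1 U937-AE array followed the anti-ETO array more closely than the anti-HA one. A shared batch could not be excluded: outside called regions anti-ETO and AML1 correlated at 0.28 and anti-HA and anti-ETO at 0.18, a gap of 0.10. A batch tied to the design would bring HEB closer to anti-HA, whose design it shares. HEB in U937-AE followed anti-ETO more closely, with region correlations of 0.70 against 0.49 (a gap of 0.22). Outside called regions the values were 0.21 and 0.17. That cannot decide, because more noise on the anti-HA array would lower its correlation with any array. Outside called regions each antibody was closer to the partner of its own design. Anti-HA correlated at 0.17 with HEB and 0.15 with AML1, and anti-ETO at 0.28 with AML1 and 0.21 with HEB. Overlaps of anti-HA regions went the other way (46.2% with HEB, 47.1% with AML1). More noise on the anti-HA array cannot be told apart from a batch. The region correlations with AML1 differed by 0.27, which the reading written beforehand would have counted against noise; that reading was wrong, because noise lowers region correlations too, and the product of the anti-ETO correlations with AML1 and with anti-HA, 0.48, is close to the 0.46 found for anti-HA and AML1. No biological explanation was tested.

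The deposited log2 table and the ratios computed from the scanned intensities differed by over 0.05 at some probes of 6 arrays. On 3 arrays these probes lay in 1 stretch: 821 probes from 6669121 to 6784234 on the anti-HA U937-AE array, 663 from 4902725 to 4983993 on the anti-ETO U937-Mt array and 703 from 7185667 to 7326124 on the AML1 U937-Mt array. Within the stretches 56.005%, 56.03% and 54.3% of probes matched the intensities of probes 203, 168 and 168 positions away, and at the other displacements tried, of 800 in all, at most 18.3%, 24.7% and 24.2% matched. On the HEB U937-AE, HEB U937-Mt and H3K4me3 arrays the 1015, 678 and 1042 probes were scattered. The first stretch holds 5 AML1/ETO regions, 3 of them at VAV1, with anti-HA ratios of 3.10, 3.24 and 3.01 from the intensities and −0.23, −0.07 and −0.34 in the table.

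The share of AML1/ETO regions with AML1 in U937-Mt only was 7.90% (interval 5.65 to 10.7). That is higher than the value quoted from the study above. The share with AML1 in U937-AE was 71.7% (interval 67.5 to 75.7), which is lower than the study's value. The study's peaks and the regions called here are not the same set.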
